A study of Mus musculus with 11 samples.

How the data were processed

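Single-cell RNA sequencing was carried out on 11 libraries of mouse brain myeloid cells. Per the labels, immune cells were enriched on a percoll gradient from 1 brain hemisphere of wild-type C57BL/6 mice, and cells with high or low CD45 and with CD11b were sorted by flow cytometry. CD45 marks blood-derived and resident immune cells, and CD11b marks myeloid cells, which include microglia, monocytes and macrophages. The tumour model was GL261, a mouse glioma cell line implanted in the brain. The groups were normal brain (2 libraries) and the tumour-bearing hemisphere at day 10, day 20 and day 30 after implantation (3 libraries each). The design text calls the last stage terminal where the sample labels say day 30. The labels do not state whether a library came from 1 animal or from several, so a library was the unit of replication. The libraries numbered 3 carry another kind of description than those numbered 1 and 2 and were treated as a possible batch; no healthy library has the number 3.

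The deposited values are whole-number UMI counts per gene and barcode, with no normalization. Per the labels' protocols, libraries were made with 10x Genomics Chromium 3' kits. Per the file headers, the matrices were written by software version 3.1.0 in format version 2. No header or label states the aligner, the genome build, the annotation or the step that separated cells from empty droplets, so no coordinates are given. Each library lists the same 30905 genes by Ensembl identifier and symbol. The files held 62239 barcodes (4479 to 8376 per library), and the lowest total of any deposited barcode was 500 UMI counts. Total UMIs per library were 37726210 to 83241831, with a median of 5778 to 9813 per barcode. Counts of replicate pairs differed by more than sampling noise (chi-square over degrees of freedom 8.96 to 135 over the 10 pairs within groups, genes with a summed count of at least 20), so no library was treated as a duplicate of another.

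Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 10% of UMIs from mitochondrial genes, which left 55002. Doublets were scored with Scrublet in scanpy 1.11.5. Its own threshold marked 0 to 67 barcodes per library, so the highest-scoring barcodes were removed at a rate of 0.8% per 1000 barcodes instead, 2828 in all. The remaining 52174 cells were scaled to 10000 UMIs and log-transformed. Of 2000 variable genes, 131 were left out of the clustering (haemoglobin and mitochondrial genes, members of the preset gene lists and genes that followed the cell cycle), which left 1869. Clustering used 30 principal components, 20 neighbours and the Leiden method (leidenalg 0.10.2) at a resolution of 0.4, with no batch correction. It gave 29 clusters, of which 22 held at least 20 cells.

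The cell filters, the marker genes of each class, the gene lists, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, apart from 2 alternatives listed further on. The doublet rate, the genes left out of the clustering and the rule for cluster names were not. They were settled after Scrublet's calls, the clusters and their cell numbers per library had been looked at, and before any test of expression or of shares between groups. Earlier versions clustered on all variable genes, then with haemoglobin and mitochondrial genes left out, and at higher and lower resolution, and they scored marker folds within each library or without the rule on contrary genes given next. In the version used, a cluster's log2 CPM (pseudocount of 10 CPM) was set against the mean of all clusters, and the class with the highest mean marker fold named it. That mean had to reach 0.5 on the log2 scale, with at least 3 markers raised. Erythroid markers were dropped, because haemoglobin RNA was treated as free RNA. A cluster stayed unnamed in any of 4 further cases. These were Ttr or Mcpt8 among its 10 leading genes, or Ear2 for a microglial name; a median UMI count below its library's divided by 3 with no marker among the leading genes; more leading markers of another class; or a median UMI count above 2 times its library's with markers of microglia, macrophages, T cells or neutrophils raised as well (mean fold of 0.1). Named clusters numbered 16. Microglia-like cells made up 24922 cells in 4 clusters, monocyte/macrophage-like cells 10752 in 4, dendritic-like cells 5567, NK-like cells 1486, T-like cells 1171, neutrophil-like cells 1029 and B-like cells 273. Unnamed cells numbered 6974, and their mean share was 6.50% in healthy, 13.4% in day 10, 16.5% in day 20 and 15.9% in day 30 libraries. No cluster took the border macrophage, plasmacytoid, oligodendrocyte or endothelial name.

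Immune or stress genes led some named clusters. Hspa1a, Hspa1b and P2ry12 led the largest microglia-like cluster, and C4b, Spp1 and Ccl12 another. A microglia-like cluster of 2970 cells was led by haemoglobin genes, Ccl8, Spp1, Cxcl13, Cst7, Apoe and Ms4a7, with no class marker among its 10 leading genes and a median UMI count 0.466 times that of its libraries. Its mean marker fold was 0.83 for microglia and 0.61 for border macrophages, so its name is the least certain of the microglia-like clusters, and an alternative leaves it unnamed. A monocyte/macrophage-like cluster with a relative UMI count of 0.211 was led by Slfn4 and Tgfbi. A dendritic-like class in a CD11b sort, and T-like, NK-like and B-like cells, were kept as found and used only for shares and for checks on RNA of other cells. Shares and class-level results rest on these rebuilt names.

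Counts were summed per library over the cells of a class, since cells are not replicates. Every library held at least 50 cells of both tested classes. Microglia-like sums came from 930 to 4456 cells and 7245435 to 51273271 UMIs, and monocyte/macrophage-like sums from 100 to 3419 cells and 721770 to 34923862 UMIs. The healthy monocyte/macrophage-like sums, at the lower end, carry the largest counting error. edgeR 4.0.16 (R 4.3.3) was used with TMM scaling, filterByExpr and the quasi-likelihood test (glmQLFit, glmQLFTest), all 11 libraries in 1 fit with group means only. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Microglia-like sums were compared between each pair of groups and over the 3 tumour stages with an F test. Monocyte/macrophage-like sums were compared between stages only. A fit of both classes over the 9 tumour libraries, with the library as a block, tested whether the change from day 10 to day 30 differed between the classes. CPM values given per group are means ± SD over libraries.

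Genes named in the text had an adjusted p under 0.05, a log2 fold change of at least 1 in size, a mean of at least 20 CPM in 1 group, and every library of 1 group above every library of the other. Class markers, mitochondrial, ribosomal protein, predicted and Y-linked genes and Xist were left out. So were genes over 10 times higher in another class, as possible free RNA. Of the rest, the 5 largest rises and 5 largest falls were named. The 9 preset gene lists cover homeostatic microglia, disease-associated microglia, interferon response, MHC class II, MHC class I, cell cycle, cytokines and chemokines, T cell ligands and regulators, and dissociation response. They were tested in 6 contrasts each with camera in limma 3.58.1 (inter-gene correlation 0.01, voom log2 CPM), adjusted over the 54 pairs of list and contrast. Arg1, of the T cell list, is also a marker of the monocyte/macrophage-like class. Shares of kept cells were compared with exact permutation tests over libraries. Where every library of a group was at 0, folds were taken against a floor of 3 counts per library. Floors cover counting error only.

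The alternatives were DESeq2 size factors in the edgeR fit, the DESeq2 1.42.0 test, no filterByExpr, the replicate number as a block, libraries 1 and 2 only, and only the groups compared in the fit. Cells were also treated in other ways: each cell assigned to a class by its own markers, a looser filter (200 genes and 20% mitochondrial UMIs, with no UMI minimum), doublets kept, the same number of cells drawn per library (930 microglia-like or 100 monocyte/macrophage-like), and genes over 10 times higher in another class left out. For the lists, fry and an estimated inter-gene correlation were used. Each library was left out in turn. Of 2 alternatives chosen after seeing the data, the first left clusters with a median UMI count under 50% of their library's unnamed, and the second subtracted an estimate of macrophage RNA, from 12 marker genes, from the microglia-like sums.

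The edgeR and DESeq2 steps were tested on counts simulated from the real means and library sizes with 200 genes changed at day 30. Only genes with a mean of at least 20 CPM were changed, each by at least 2 fold. The percentages therefore do not cover smaller changes or genes of lower level. For day 30 against day 20 in microglia-like sums (12659 genes), edgeR called 98% of the changed genes and 8 unchanged ones. It called 96.5% for day 30 against day 10, with 5 unchanged genes, and 98% over the stages, with 7. In monocyte/macrophage-like sums (10716 genes) it called 93.5% for day 30 against day 20, 92.5% for day 30 against day 10 and 93.5% over the stages, with 18, 13 and 18 unchanged genes. For the difference between the classes (10673 genes) it called 62% of the changed genes and 6 unchanged ones. DESeq2 called 99.5% for day 30 against day 20 in microglia-like sums with 29 unchanged genes. The list test called all 6 changed pairs of list and contrast and 0 of 48 unchanged pairs. Genes were drawn independently of each other there, so this check cannot show how the list test behaves when genes of a list vary together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.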

Results

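Transcriptomes of single CD45-positive, CD11b-positive cells were measured in 11 libraries from mouse brain. The healthy group held 2 libraries, and the groups at day 10, day 20 and day 30 after implantation of GL261 glioma cells held 3 libraries each. The files held 62239 barcodes, with 4479 to 8376 barcodes per library. The total count per library lay between 37726210 and 83241831 UMIs, and both lowest totals belonged to libraries numbered 3, day 10 with 37726210 and day 20 with 38956498. Filtering and removal of doublets left 52174 cells. Cells were given classes from marker genes of their clusters, and a class is named by likeness because no label names cell types. The stated subject of the series is how microglia change with the stage of glioma and act on T cells, so the stages were compared within microglia-like cells first.

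The first comparison asked how the makeup of the sorted cells changed with the tumour. Microglia-like cells made up 87.4% ± 0.139 of kept cells in healthy libraries (SD, n = 2). The share was 53.5% ± 12.7 at day 10, 47.8% ± 22.0 at day 20 and 22.3% ± 7.28 at day 30 (SD, n = 3 each). The mean of the 9 tumour libraries lay -46.2 percentage points from the healthy mean, and every tumour library lay below both healthy libraries (exact two-sided permutation test over 55 splits, p = 0.0182, the smallest these can give). Among alternatives, assigning each cell by its own markers moved this difference most, to -53.0 points. Restricted to libraries numbered 1 and 2, the difference was -51.7 points (exact permutation p = 0.0357). Without either healthy library the exact p was 0.1, the smallest that 10 splits allow, at differences of -46.1 and -46.3 points. Over the stages, the share at day 30 lay -31.2 points from that at day 10, and the exact permutation test of the sum of squares between stages gave p = 0.139 over 1680 assignments. It gave 0.025 without day 20 replicate 1. Within libraries 1 and 2 the difference was -28.5 points (exact permutation p = 0.4). Pairs of stages gave exact two-sided p-values of 0.8 (day 20 against day 10), 0.2 (day 30 against day 20) and 0.1 (day 30 against day 10), and 0.1 is the smallest that 3 against 3 libraries allow.

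Monocyte/macrophage-like cells made up 2.27% ± 0.149 of kept cells in healthy libraries (SD, n = 2). The share was 12.9% ± 1.09 at day 10, 16.8% ± 10.1 at day 20 and 37.1% ± 17.2 at day 30 (SD, n = 3 each). The tumour mean was 20.0 points above the healthy mean, with an exact two-sided permutation p of 0.0909. Every tumour library lay above both healthy libraries, with a lowest tumour share of 5.31% and a highest healthy share of 2.37%. The test also counts splits of the opposite direction, which put the highest tumour libraries in the smaller group. Assigning each cell by its own markers gave 21.1 points and an exact p of 0.0364. The difference within libraries numbered 1 and 2 was 16.5 points (exact permutation p = 0.107). Over the stages, day 30 lay 24.2 points above day 10 (exact permutation p = 0.0929), and 16.7 points within libraries 1 and 2 (exact permutation p = 0.4). Without day 30 replicate 1 the difference was 33.2 points with an exact permutation p of 0.0214. Pairs of stages gave exact two-sided p-values of 0.6, 0.3 and 0.1, in the order used for microglia-like cells. Unnamed cells made up 6.50% of healthy libraries and 13.4%, 16.5% and 15.9% of day 10, day 20 and day 30 libraries.

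**Figure D1:**
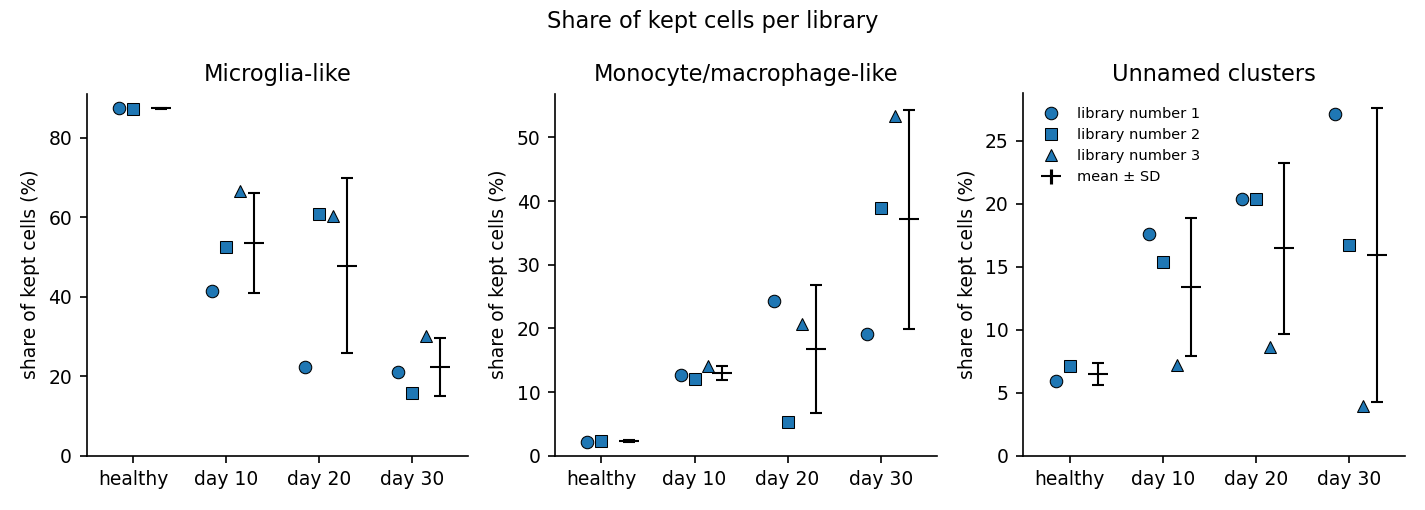
Share of kept cells in percent (vertical axis) per library in each group (horizontal axis) for microglia-like, monocyte/macrophage-like and unnamed cells; circles, squares and triangles are libraries numbered 1, 2 and 3, and lines are the mean ± SD. Microglia-like cells fall from a mean of 87.4% in healthy libraries to 22.3% at day 30.

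Expression was compared between stages on counts summed per library over microglia-like cells, with edgeR. The sums held 930 to 4456 cells and 7245435 to 51273271 UMIs per library. Over the 3 stages, 3413 of 12879 tested genes differed at an adjusted p under 0.05. Assigning each cell by its own markers moved this count most among the alternatives that kept all libraries, to 1112. Within libraries numbered 1 and 2 the count was 3361, and 2604 of these genes were among the 3413. Without day 30 replicate 2 the count was 1615. Between day 20 and day 10, edgeR called 0 genes, with 1062 genes at an unadjusted p under 0.05, while DESeq2 called 47, 5 higher and 42 lower at day 20. Without day 20 replicate 2, edgeR called 12 genes for this pair. It called 1 without day 30 replicate 3 and 1 in libraries 1 and 2. Between day 30 and day 20, edgeR called 4231 genes, 2223 higher and 2008 lower at day 30. In libraries 1 and 2 the count was 4100, of which 3358 were shared, and it was 2557 without day 30 replicate 2 and 1798 with cells assigned by their own markers. Between day 30 and day 10, 2851 genes were called, 1535 higher and 1316 lower at day 30. In libraries 1 and 2 the count was 2594, of which 1967 were shared. It was 1304 without day 30 replicate 2, 1407 without day 10 replicate 2 and 190 with cells assigned by their own markers, 180 of them shared.

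Of the 4231 genes called between day 30 and day 20 in microglia-like cells, 1293 changed by at least 2 fold, and 440 of these had a mean of at least 20 CPM in a group. All libraries of one stage lay above all of the other for 415 of the 440 (94.3%). Chance gives 10% for a gene picked without regard to its change, and since these genes were picked by their change in the same libraries, most of this share follows from the choice. Those left after the exclusions by name were 174 higher and 124 lower at day 30. The largest rise was in Mmp12 (ENSMUSG00000049723), from 1.85 ± 1.38 CPM at day 20 to 25.6 ± 18.2 CPM at day 30 (SD, n = 3 each), a log2 fold change of 3.98 (SE 0.65, adjusted p 0.00190 by edgeR). With cells assigned by their own markers it was 1.79 with an adjusted p of 0.0775, and over all alternatives the adjusted p ran from 8.71e-06 to 0.0775. Hmox1 (ENSMUSG00000005413) rose from 60.7 ± 8.64 to 421.8 ± 238 CPM (SD, n = 3 each), by 2.80 on the log2 scale (SE 0.37, adjusted p 0.000790 by edgeR). Lilrb4 rose by 2.54, Mt2 by 2.47 and Cd300lf by 2.46 on the log2 scale. Mt2 was not called with cells assigned by their own markers (adjusted p 0.0881, range 0.000505 to 0.0881). The largest fall was in Sox4 (ENSMUSG00000076431), from 198 ± 46.5 to 46.3 ± 13.7 CPM (SD, n = 3 each), a log2 fold change of -2.10 (SE 0.24, adjusted p 0.000451 by edgeR). The next were Upk1b (-1.99), Khdrbs3 (-1.94), Bank1 (-1.91) and Cbfa2t3 (-1.85). None of these 10 genes lost its call when any 1 library was left out. Of the 805 genes raised by at least 2 fold, 22 stood higher in microglia-like sums than in every other named class and in the unnamed cells of each day 30 library.

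Between day 30 and day 10 in microglia-like cells, 898 called genes changed by at least 2 fold, and 278 of the 282 with enough signal (98.6%) did not overlap between the stages, where chance gives 10% for a gene picked without regard to its change. Mmp12 rose by 6.12 on the log2 scale (SE 0.76, adjusted p 0.00114 by edgeR) and Spp1 by 4.29, from 62.3 ± 16.6 to 1223 ± 1036 CPM (SD, n = 3 each). Igf1 rose by 4.16, Gpnmb (ENSMUSG00000029816) by 3.93 and Apoc4 by 3.38. The largest falls were in Egr3 (-2.52), Upk1b (-1.99), Sox4 (-1.93), Il7r (-1.91) and Khdrbs3 (-1.78). With cells assigned by their own markers, Gpnmb, Apoc4, Upk1b and Khdrbs3 were not called, with adjusted p-values of 0.0564, 0.0546, 0.0523 and 0.0552. Each of these is the highest over that gene's alternatives, and the lowest were 2.12e-07, 0.00112, 1.08e-09 and 1.91e-07.

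**Figure D2:**
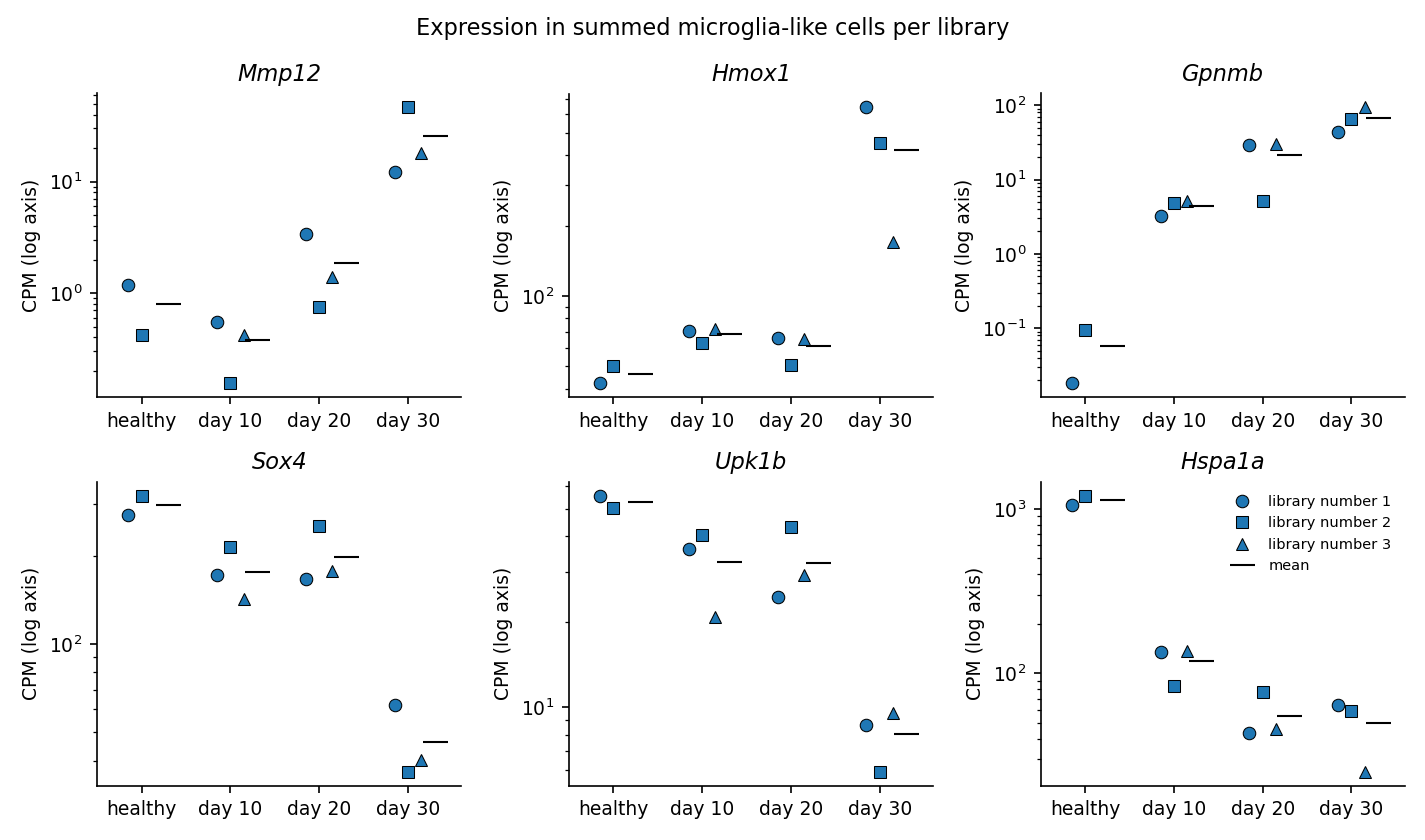
CPM (vertical log axis) of Mmp12, Hmox1, Gpnmb, Sox4, Upk1b and Hspa1a in summed microglia-like cells of each library, by group (horizontal axis); circles, squares and triangles are libraries numbered 1, 2 and 3, and lines are group means. Mmp12 stands at a mean of 25.6 CPM at day 30 and 1.85 CPM at day 20, and Sox4 at 46.3 and 198 CPM.

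Against healthy microglia-like cells, edgeR called 2397 genes at day 10 (1438 higher, 959 lower), 1107 at day 20 (747 higher, 360 lower) and 6221 at day 30 (3223 higher, 2998 lower). The counts within libraries numbered 1 and 2 were 2734, 884 and 6303. With only 2 healthy libraries these counts rest on both. Without healthy replicate 1 they were 217, 22 and 4130, and without healthy replicate 2 they were 199, 12 and 3956. The day 10 count was 1216 without day 10 replicate 1. The day 20 count was 310 without day 20 replicate 1, 2486 without replicate 2 and 349 without replicate 3, and DESeq2 gave 2036. Cxcl13 (ENSMUSG00000023078) had 0 counts in both healthy libraries. Against a floor of 3 counts per library, or 0.0605 CPM, it was at least 824-fold higher at day 10, 1125-fold at day 20 and 2234-fold at day 30, with adjusted p-values of 0.00572, 0.0103 and 0.000630 by edgeR. Without healthy replicate 1 or 2 its adjusted p was 0.0634 and 0.0639 at day 10 and 0.117 and 0.120 at day 20, the highest over its alternatives.

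The other genes raised most at day 10 against healthy were C4b (8.85 on the log2 scale), Iigp1 (8.10), Oas2 (7.05) and Tgtp2 (6.87). Tgtp2 has a near-identical copy, Tgtp1, and the share of reads that belongs to each is uncertain. At day 20 they were Saa3 (8.81), Gpnmb (8.41), C4b (7.94) and Ccl8 (7.59), and at day 30 Gpnmb (10.1), C4b (9.18), Apoc4 (9.08) and Saa3 (8.95). Several of these had healthy means under 1 CPM, which leaves the folds imprecise. The healthy mean was 0.826 CPM for C4b and 0.0568 CPM for Gpnmb. Heat shock genes led the falls. Hspa1a stood at 1125 ± 104 CPM in healthy libraries (SD, n = 2) and at 118 ± 30.4 CPM at day 10 (SD, n = 3), a log2 fold change of -3.25 (SE 0.38, adjusted p 0.00106 by edgeR). It was -4.35 at day 20 and -4.52 at day 30. Hspa1b changed by -3.44, -5.04 and -4.62. Hspa1a and Hspa1b are near-identical copies, so the value of each alone is uncertain. Hspb1 changed by -2.85, -2.73 and -3.80 and Klf4 by -2.11, -1.86 and -3.05. Peg10 at day 10 (-1.84), Hsph1 at day 20 (-1.79) and Tmem204 at day 30 (-3.11) were the remaining largest falls. Without healthy replicate 1 or 2, Oas2 (adjusted p 0.0566 and 0.0639) and Klf4 (0.102 and 0.0701) were not called at day 10. Neither was Tgtp2 without healthy replicate 1 (0.0515), nor Hspb1 without healthy replicate 2 (0.0555). Their lowest values over the alternatives were 1.44e-11, 0.00117, 3.01e-12 and 6.20e-05. At day 20, Hspa1a and Hspa1b alone among the named genes kept their call when either healthy library was left out. The highest adjusted p-values of the others over the alternatives ran from 0.0691 for Gpnmb to 0.228 for Klf4, and the lowest from 8.57e-17 for C4b to 0.00762 for Klf4. At day 30 all named genes kept their call without either healthy library.

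The preset gene lists were tested in microglia-like cells with camera, and medians given are those of edgeR log2 fold changes. By camera, 42 of 54 pairs of list and contrast had an adjusted p under 0.05, 26 up and 16 down. With fry 32 pairs were called, 29 of them among the 42, and with an estimated correlation between genes 0 were, which was the largest move of any alternative. Within libraries numbered 1 and 2 the count was 40. At day 10 against healthy, the interferon response list had a median log2 fold change of 3.89 (camera adjusted p 3.25e-13) and all 15 of its genes were called higher. MHC class II stood at 6.46 (camera adjusted p 3.51e-10), MHC class I at 2.58 (1.05e-09), cytokines and chemokines at 2.24 (3.36e-07), cell cycle at 2.58 (1.31e-05) and disease-associated microglia at 1.52 (1.88e-05). Homeostatic microglia stood at -0.38 (0.00273). These calls also held under fry. Dissociation response stood at -0.79, called by camera (0.00367) and not by fry (0.0997). T cell ligands and regulators stood at 0.31, called by fry (0.0150) and not by camera (0.126). Camera called it without day 20 replicate 2 (0.0398) and with cells assigned by their own markers (0.0324), and over all alternatives its adjusted p ran from 0.0150 to 0.295. Adjusted over the list alone, 10 genes of disease-associated microglia were higher and 1 lower, as over all genes. For homeostatic microglia 7 were lower when adjusted over the list alone and 5 over all genes.

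Against healthy cells at day 20 and day 30, interferon response stood at medians of 3.04 and 4.61, MHC class II at 4.55 and 5.79, MHC class I at 1.92 and 2.80, cytokines and chemokines at 1.19 and 2.77 and disease-associated microglia at 1.58 and 2.17. All of these were called by camera and fry at both days. At day 30 camera and fry also called homeostatic microglia (-0.999), cell cycle (3.26) and dissociation response (-1.69). At day 20 dissociation response (-0.89) was called by camera (0.000132) and not by fry (0.0706), and so was homeostatic microglia (-0.23, camera 0.0271, fry 0.171). The latter was not called without day 20 replicate 3 (0.115) or in libraries numbered 1 and 2 (0.120). With the replicate number as a block it was not called either (0.0531), in a range of 0.000543 to 0.429. Cell cycle at day 20 had a median of 1.41 by edgeR and 0.47 on the voom scale, which camera tests. It was not called (camera 0.246), but it was without day 20 replicate 2 (3.49e-05, range 3.49e-05 to 0.855). T cell ligands and regulators stood at 0.16 and 0.89, called by fry (0.0209 and 0.0165) and not by camera (0.136 and 0.278). At day 20 camera called this list without day 20 replicate 2 (0.0393) and with cells assigned by their own markers (0.0324). It also did with the replicate number as a block (0.0420), in a range of 0.0209 to 0.301.

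Camera calls between stages carry a limit. When the tumour libraries were split into other groups of 3, camera still called a median of 14 of the 27 pairs of list and stage contrast. The real stages gave 19, so a small camera p-value between stages does not by itself show a change with the stage. From day 10 to day 20 in microglia-like cells, MHC class II had a median log2 fold change of -1.75 (camera adjusted p 3.25e-13, fry 0.00643). None of its genes was called over all genes by edgeR, and 7 of 7 were lower when adjusted over the list alone. Interferon response stood at -0.95 (camera 1.65e-10, fry 0.0997), cell cycle at -1.21 (3.05e-11, fry 0.0634), MHC class I at -0.79 (8.43e-08, fry 0.0893) and cytokines and chemokines at -0.34 (0.000104, fry 0.0545). Homeostatic microglia stood at 0.11 (camera 0.00639, fry 0.208), and its call was lost without day 10 replicate 3 (0.171) and without day 20 replicate 2 (0.316), in a range of 0.000142 to 0.367. Adjusted over the list alone, 6 genes of MHC class I and 5 of cytokines and chemokines were lower. Disease-associated microglia (0.13, camera 0.236) and dissociation response (-0.03, 0.155) were not called. Adjusted over the list alone, 4 genes of disease-associated microglia were higher. Without day 20 replicate 2 camera called both (6.14e-05 and 0.0247), and without day 10 replicate 3 it called dissociation response (0.0168). Their adjusted p-values over the alternatives ran from 6.14e-05 to 0.811 and from 0.0168 to 0.885. For T cell ligands and regulators the median was 0.15 by edgeR and -0.09 on the voom scale, and the test pointed down (camera 0.448).

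From day 20 to day 30, homeostatic microglia had a median log2 fold change of -0.80 (camera adjusted p 9.96e-09, fry 0.000482). Of its 14 genes, 13 were called lower over all genes and 14 when adjusted over the list alone. P2ry12 fell by 1.54 on the log2 scale with an adjusted p of 0.000517 by edgeR. Disease-associated microglia stood at 1.12 (camera 9.57e-05, fry 0.0302), interferon response at 1.41 (1.57e-05, fry 0.0459), cell cycle at 1.91 (1.47e-06, fry 0.0174) and cytokines and chemokines at 0.81 (0.0153, fry 0.0139). MHC class I (0.85, camera 0.00258, fry 0.0698) and dissociation response (-0.87, camera 0.00404, fry 0.0976) were called by camera alone. So was MHC class II (1.06, camera 0.0128, fry 0.0597), whose call was lost without day 30 replicate 3 (0.0608) and with clusters of low UMI count unnamed (0.252), in a range of 0.000795 to 0.367. T cell ligands and regulators stood at 0.59 (camera 0.443) with 4 genes called higher and 3 lower, or 7 and 4 when adjusted over the list alone. Adjusted over the list alone, 14 genes of interferon response, 14 of cell cycle and 11 of disease-associated microglia were higher, where 10, 13 and 7 were over all genes. Vsir, a member, stood at 1098 CPM at day 20 and 575 CPM at day 30, a log2 fold change of -0.93 (adjusted p 0.00391 by edgeR).

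From day 10 to day 30, homeostatic microglia stood at -0.57 (camera adjusted p 1.53e-08, fry 0.00137), disease-associated microglia at 1.08 (2.46e-06, fry 0.0202) and dissociation response at -0.94 (6.85e-05, fry 0.0483). MHC class II (-0.65, camera 0.0121, fry 0.0864) and cell cycle (0.61, camera 0.0128, fry 0.244) were called by camera alone. The call of MHC class II was lost without day 30 replicate 1 (0.0986, range 1.38e-10 to 0.367). That of cell cycle was lost without day 10 replicate 3 (0.0878), without day 30 replicate 2 (0.0728) and in libraries numbered 1 and 2 (0.123), in a range of 0.000302 to 0.511. Interferon response (0.54, camera 0.158), MHC class I (0.15, 0.886) and T cell ligands and regulators (0.26, 0.727) were not called. Interferon response was called without day 20 replicate 2 (0.0423) and without day 30 replicate 1 (0.0170), in a range of 0.0170 to 0.956. Adjusted over the list alone, 13 genes of homeostatic microglia were lower and 12 of disease-associated microglia higher, where 12 and 10 were over all genes. Cytokines and chemokines had an edgeR median of -0.06, a voom mean of 0.30 and a test that pointed up (camera 0.638).

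**Figure D3:**
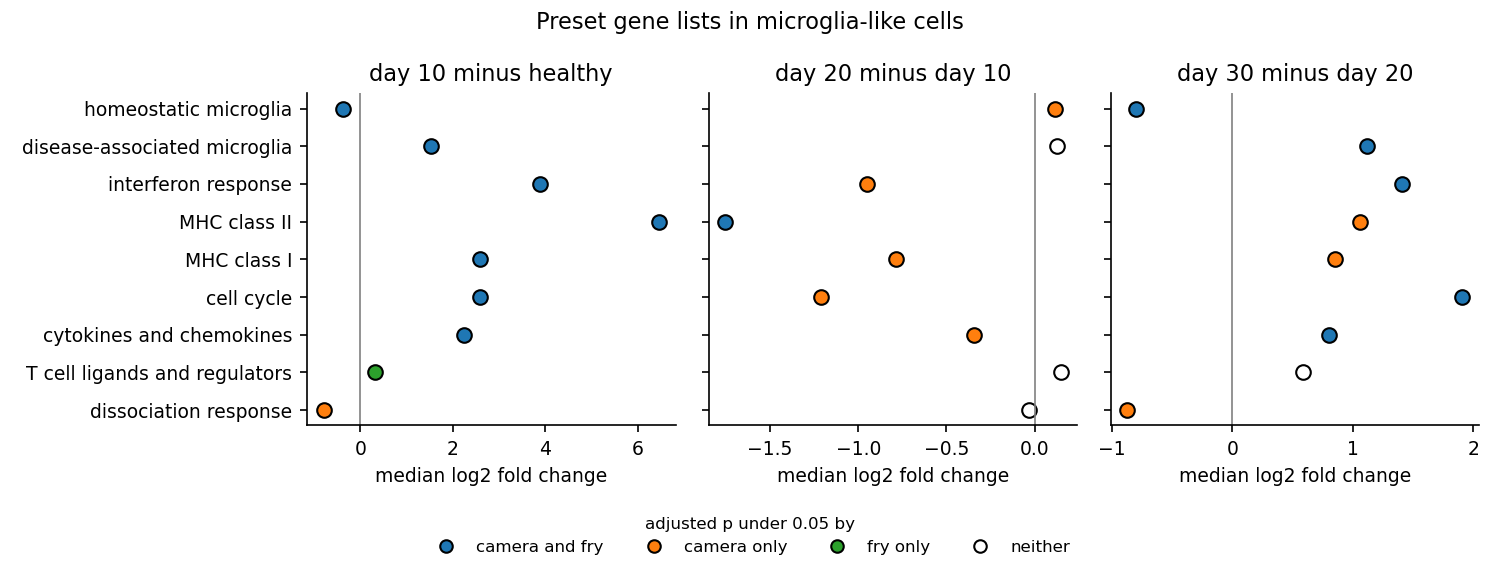
Median log2 fold change (horizontal axis) of the 9 preset gene lists (vertical axis) in microglia-like cells for day 10 against healthy, day 20 against day 10 and day 30 against day 20; colour shows whether the adjusted p was under 0.05 by camera and fry, by 1 of them or by neither. MHC class II moves from 6.46 to -1.75 to 1.06 over the 3 comparisons.

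Monocyte/macrophage-like cells were compared between the stages in the same way. Their sums held 100 to 3419 cells and 721770 to 34923862 UMIs per library. Over the stages, edgeR called 59 of 10920 tested genes. The test without the filter on low counts gave 365, DESeq2 gave 372, and equal cell numbers per library gave 5, the largest move as a ratio. Libraries numbered 3 deviated alike from their group means in this class, with correlations across genes of 0.467 to 0.566. With the replicate number as a block, more genes were called over the stages and for each pair of stages, at counts given further on. The low counts here thus do not show that this class changed little. In libraries numbered 1 and 2 the count over the stages was 59, with 22 genes shared. It was 7 without day 30 replicate 2, 24, 13 and 23 without day 10 replicate 1, 2 and 3, 34 without day 20 replicate 1, and 33 and 31 without healthy replicate 1 and 2. Between day 20 and day 10, edgeR called 0 genes, with 591 at an unadjusted p under 0.05, and DESeq2 called 27, 7 higher and 20 lower. Within libraries 1 and 2 edgeR called 2, and it called 1 without day 10 replicate 1 and 2 without day 10 replicate 2.

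Between day 30 and day 20 in monocyte/macrophage-like cells, edgeR called 3 genes, all higher at day 30, with 1102 genes at an unadjusted p under 0.05, and DESeq2 called 57. Within libraries numbered 1 and 2 edgeR called 7. It called 1 without any single day 20 library or without day 30 replicate 2. Ccl7 (ENSMUSG00000035373) rose from 69.8 ± 22.2 to 356 ± 34.2 CPM (SD, n = 3 each), by 2.38 on the log2 scale (SE 0.21, adjusted p 0.00130 by edgeR). It was not called under the looser cell filter (adjusted p 0.0708) or with equal cells per library (0.301), and over all alternatives its adjusted p ran from 1.25e-23 to 0.301. Ch25h (ENSMUSG00000050370) rose from 8.71 ± 1.45 to 40.2 ± 8.94 CPM (SD, n = 3 each), by 2.16 (SE 0.25, adjusted p 0.0189 by edgeR). Its adjusted p was 0.156, 0.103 and 0.120 without day 20 replicate 1, 2 and 3 and 0.109 without day 30 replicate 2. It was 0.188 with cells assigned by their own markers, 0.0708 under the looser filter, 0.0678 with doublets kept and 0.387 with equal cells per library, in a range over the alternatives of 6.81e-10 to 0.387. The third gene, Pf4, is a marker of border macrophages, was outside the rule for naming genes, and was chosen after its values were seen. It rose by 2.20 (SE 0.30, adjusted p 0.0300 by edgeR).

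Between day 30 and day 10 in monocyte/macrophage-like cells, 167 genes were called, 93 higher and 74 lower at day 30. In libraries numbered 1 and 2 the count was 138, of which 83 were shared. DESeq2 gave 424, 182 higher and 242 lower, and equal cells per library gave 7. The count was 17 without day 30 replicate 2, 74, 33 and 50 without day 10 replicate 1, 2 and 3, and 105 and 281 without day 20 replicate 1 and 2. Of 68 called genes with at least a 2 fold change and enough signal, 66 (97.1%) did not overlap between the stages, where chance gives 10% for a gene picked without regard to its change. Spp1 rose by 4.37 on the log2 scale (adjusted p 0.00504 by edgeR), and Ch25h by 3.49 and Ccl7 by 2.47, both called under every alternative run. Tnfsf8 rose by 2.48 and Camk2n1 by 2.23. The largest falls were in Elane (-10.2, adjusted p 0.0455), Mpo (-9.17, 0.0260), Prtn3 (-3.24, 0.0303), Tgtp1 (-2.22, 0.00181) and Ccl5 (-2.03, 0.0231). The value of Tgtp1 is uncertain in the same way as that of Tgtp2. Of Elane UMIs at day 10 in this class, 99.9% lay in 1 cluster, which held 21.4%, 14.4% and 4.93% of the class at day 10, day 20 and day 30. These granule genes stood unevenly within groups: Elane was at 129, 0.424 and 298 CPM in the day 10 libraries numbered 1, 2 and 3. Elane had 8 UMIs over the day 30 libraries, so its fold is imprecise. Without day 30 replicate 2, Tnfsf8 (adjusted p 0.0885), Camk2n1 (0.0650), Mpo (0.151), Prtn3 (0.175) and Ccl5 (0.141) were not called, and neither was Elane (0.234). The same 6 genes were not called without day 10 replicate 3, at adjusted p-values of 0.0533 to 0.0914. Elane, Mpo, Prtn3, Camk2n1 and Tnfsf8 were not called without day 10 replicate 1 either (0.0810, 0.0512, 0.0619, 0.0978 and 0.0621), and the first 4 of these not without day 30 replicate 3 (0.121, 0.0724, 0.0785 and 0.0601). Tnfsf8 (0.0852), Camk2n1 (0.0722) and Ccl5 (0.107) were not called without day 10 replicate 2, and Prtn3 was not without day 20 replicate 1 (0.0515). Elane also lost its call without healthy replicate 1 (0.0586) or 2 (0.0595), day 20 replicate 1 (0.0590) or day 30 replicate 1 (0.0784). Their highest adjusted p-values over the alternatives were 0.118, 0.585, 0.786, 0.974, 0.141 and 0.896, in the same order, and their lowest 1.94e-06, 9.08e-05, 5.50e-06, 2.06e-05, 1.11e-05 and 4.02e-05. In libraries numbered 1 and 2 Camk2n1 (0.0558), Elane (0.137), Mpo (0.106) and Prtn3 (0.120) were not called. With equal cells per library Spp1 (0.0581, range 8.27e-10 to 0.0581) and Tgtp1 (0.0871, range 2.31e-15 to 0.0871) were not called either, nor were Tnfsf8 (0.118), Camk2n1 (0.0793), Elane (0.896), Prtn3 (0.842) and Ccl5 (0.133), and Mpo was too low to be tested. With cells assigned by their own markers Tnfsf8 (0.0656), Camk2n1 (0.585), Elane (0.385), Mpo (0.786) and Ccl5 (0.120) were not called, and Prtn3 changed direction, to 0.06 on the log2 scale.

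Whether the change from day 10 to day 30 differed between the classes was tested directly, over the 9 tumour libraries. Of 12488 tested genes, 800 differed, 274 with the higher change in monocyte/macrophage-like cells and 526 with the lower. Assigning each cell by its own markers gave 1 gene, the largest move. In libraries numbered 1 and 2 the count was 206, of which 193 were shared. The count was 205 and 272 without day 30 replicate 2 and 3 and 1230 without day 30 replicate 1. It was 412, 259 and 446 without day 10 replicate 1, 2 and 3, and 1406 without day 20 replicate 2. Mmp12, chosen here because it led the microglia-like changes, had a difference of -4.87 on the log2 scale in the joint fit of both classes. The separate fits of each class gave a rise of 6.12 in microglia-like cells and 1.37 in monocyte/macrophage-like cells, so their difference need not equal that of the joint fit.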

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

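The tests chosen only after the result was seen were those of random pairs in droplets, of free T cell RNA, of a preparation that follows the library number, and the subtraction of macrophage RNA.

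The change from day 10 to day 30 differed between microglia-like and monocyte/macrophage-like cells for 800 genes, by a test of the difference itself. RNA of macrophages in the microglia-like sums was weighed as a cause, since Prtn3, Ear2 and Nos2 were among the genes with the most negative difference. The estimated share of such RNA ran from 0.188% in healthy replicate 1 to 6.82% in day 30 replicate 3. With it taken out, 535 genes differed, 531 of them among the 800, so it is argued against as the whole cause but may account for part. The count moved more with which cells entered a class. With each cell assigned by its own markers 1 gene differed, and in libraries numbered 1 and 2 206 did. The assignment by own markers sets no minimum score and draws in unnamed cells, so its own errors may account for part of the drop. With equal cells per library the count was 306, so cell number bears on it. Of 10 splits of the day 10 and day 30 libraries, 1, the real one, gave as many genes, and the others gave 0. A share under 0.1 cannot be reached with 3 against 3, so this count cannot decide on chance at 0.05. A difference in biology between the classes stays open beside a difference in how cells of mixed profile were divided between them.

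A cluster left unnamed held markers of T cells and microglia and made up a mean of 4.202% of kept cells in the tumour libraries, against 0.866% in healthy libraries. It was not used in any comparison. Its median UMI count was 2.67 times that of its libraries. Free RNA of T cells in droplets of microglia is argued against, because the UMI count of these cells was at least 3.08 times that of microglia-like cells in each of the 6 tumour libraries numbered 1 and 2. Random pairs of a T cell and a microglial cell are argued against as the whole cause. The number of such cells over the product of both classes was compared. It was at least 9.633 times higher in tumour libraries numbered 1 and 2 than in those numbered 3. In day 10 replicate 1 the cluster held 393 cells beside 253 T-like cells. It also outnumbered T-like cells in day 10 replicate 2 and in day 20 replicates 1 and 2. At day 30 it did not, with 215 beside 271 cells in replicate 1 and 88 beside 148 in replicate 2. Neither did it in tumour libraries numbered 3. Within libraries numbered 1 and 2 the ratio of such cells to that product lay closer together, between 3.76 and 7.07 in relative units. Pairs whose number depends on the preparation therefore stay open.

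A further unnamed cluster held markers of macrophages and microglia and made up a mean of 6.044% of kept cells in the tumour libraries, against 0.189% in healthy libraries, with a UMI count 2.13 times that of its libraries. The ratio of its cells to the product of both classes was compared too. It was at least 23.439 times higher in tumour libraries numbered 1 and 2 than in those numbered 3. This argues against random pairs as the whole cause. Within numbers 1 and 2 the ratio spread more widely than for the T cell cluster. It ran from 0.815 in day 20 replicate 2 to 4.30 in day 30 replicate 1, in relative units. Both clusters followed the library number. In 3 of 3 stages the library numbered 3 held the lowest share of both, with means of 0.0497% and 0.265% against 6.28% and 8.93% in tumour libraries numbered 1 and 2. A difference in preparation that follows the library number is therefore a candidate explanation for how much of both clusters was recovered. Cells that stayed attached to each other, or were attached in the tissue, could give the same profile, and neither was tested. Within numbers 1 and 2, tumour libraries still held larger shares than healthy ones, so a difference that goes with the tumour stays open too. T-like cells were also scarcer in healthy libraries (0.334% and 0.332%) than in these tumour libraries (2.51% to 6.18%). So were monocyte/macrophage-like cells (2.16% and 2.37%, against 5.31% to 38.8%). These shares were not divided by the product of both classes, so part of the difference may follow class numbers.

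An unnamed cluster led by Mcpt8, Cyp11a1, Gata2 and Hdc made up a mean of 1.858% of kept cells in the tumour libraries, against 0.0630% in healthy libraries. Single libraries held 0.287% to 1.35% at day 10, 0.281% to 5.85% at day 20 and 0.578% to 4.30% at day 30, so the stages overlapped. Of Mcpt8 UMIs in kept cells, 98.2% lay in this cluster, which argues against free RNA. No marker list fixed for the classes covers these genes, so the cells were given no type. Whether more such cells enter the tumour or the sort took them up differently was not tested.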

How the results depend on the processing

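The alternatives chosen after the data were seen were the one that leaves clusters of low UMI count unnamed and the one that takes macrophage RNA out of the microglia-like sums. A count is given here where it moved by more than 1.5 times, and where no reason is given the cause was not tested.

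With each cell assigned to a class by its own markers, the microglia-like counts changed as follows. Over the stages it gave 1112 genes in place of 3413, for day 30 against day 20 1798 in place of 4231, for day 30 against day 10 190 in place of 2851, and for day 20 against day 10 3 in place of 0. In monocyte/macrophage-like cells it gave 18 genes over the stages in place of 59 and 101 for day 30 against day 10 in place of 167. For the difference between the classes it gave 1 gene in place of 800. It left 18868 cells in common with the 24922 microglia-like cells and 7929 with the 10752 monocyte/macrophage-like cells. Each cell took its highest-scoring class with no minimum score. Of the microglia-like cells, 1544 went to the plasmacytoid and 1081 to the oligodendrocyte class, names that no cluster took. Unnamed cells drawn in were 1388 for the microglia-like and 1517 for the monocyte/macrophage-like class. Errors of this assignment may therefore account for part of the lower counts. The tumour minus healthy share of monocyte/macrophage-like cells went from 20.0 to 21.1 points and passed the threshold. Prtn3, day 30 against day 10 in monocyte/macrophage-like cells, reversed to 0.0637 on the log2 scale (adjusted p 0.974, range over its alternatives 2.06e-05 to 0.974). Leaving clusters of low UMI count unnamed gave 2167 genes over the stages and 1553 for day 30 against day 10 in microglia-like cells, and 465 for the difference between the classes.

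In libraries numbered 1 and 2, the count for day 20 against day 10 was 1 in microglia-like and 2 in monocyte/macrophage-like cells, in place of 0 by edgeR, at 1062 and 591 genes with an unadjusted p under 0.05. It was 7 for day 30 against day 20 in monocyte/macrophage-like cells, in place of 3, and 206 for the difference between the classes.

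With DESeq2 the counts were 47 for day 20 against day 10 and 2036 for day 20 against healthy (1107 by edgeR) in microglia-like cells. For monocyte/macrophage-like cells they were 372 over the stages, 27 for day 20 against day 10, 57 for day 30 against day 20 and 424 for day 30 against day 10. On simulated counts DESeq2 made more false calls than edgeR, 29 against 8 for day 30 against day 20 in microglia-like cells. Without the filter on low counts, the counts were 1 for day 20 against day 10 in microglia-like cells. The monocyte/macrophage-like counts were 365 over the stages, 45 for day 20 against day 10, 81 for day 30 against day 20 and 465 for day 30 against day 10, and the difference between the classes stood at 1226. With only the compared groups in the fit, the counts were 2673 for day 30 against day 20 and 549 for day 20 against healthy in microglia-like cells. Those of monocyte/macrophage-like cells were 29 over the stages and 71 for day 30 against day 10. That fit has fewer libraries to estimate the spread from.

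The looser cell filter gave, in monocyte/macrophage-like cells, 100 genes over the stages, 0 for day 30 against day 20 and 298 for day 30 against day 10, and 1255 for the difference between the classes. It left 1 library with fewer than 50 cells of that class, as did keeping doublets, which gave 1 gene for day 30 against day 20. Equal cells per library, 100 of that class, gave 5 over the stages, 0 for day 30 against day 20 and 7 for day 30 against day 10, with 306 for the difference between the classes. It draws on fewer counts by construction.

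The replicate number as a block gave 2 genes for day 20 against day 10 in microglia-like cells. In monocyte/macrophage-like cells the block gave 330 over the stages, 23 for day 20 against day 10, 32 for day 30 against day 20 and 581 for day 30 against day 10. The numbers do not pair the samples in general. Deviations from the group mean correlated above 0.1 across genes, which are not independent replicates, in 6 of 15 same-number pairs for microglia-like and 5 of 15 for monocyte/macrophage-like cells. All pairs of libraries numbered 3 were among them, at 0.383 to 0.473 and 0.467 to 0.566, so the block takes up a difference shared by those libraries. Of the lists against healthy at day 20, the block changed the calls of homeostatic microglia (adjusted p 0.0531, range over its alternatives 0.000543 to 0.429) and of T cell ligands and regulators (0.0420, range 0.0209 to 0.301).

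With an estimated correlation between genes, 0 of 54 pairs of list and contrast were called in place of 42, and with fry 32 were. The lists under the other alternatives that kept all libraries lost at most 1 and gained at most 2 calls each, and lost 2 in libraries numbered 1 and 2.

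When each library was left out in turn, the counts in microglia-like cells ran from 1615 to 3685 over the stages, 0 to 12 for day 20 against day 10, 2557 to 4452 for day 30 against day 20 and 1304 to 3312 for day 30 against day 10. Against healthy they ran from 199 to 2860 at day 10, 12 to 2486 at day 20 and 3956 to 6450 at day 30. The lowest counts over the stages and for both comparisons with day 30 came without day 30 replicate 2, and those against healthy without healthy replicate 2, where the healthy library left is assumed to vary like the other groups. Those of monocyte/macrophage-like cells ran from 7 to 87, 0 to 2, 1 to 4 and 17 to 281, in the same order of comparisons, and from 205 to 1406 for the difference between the classes. The lists ran from 41 to 47. The microglia-like share moved between -49.4 and -43.0 points for tumour minus healthy and between -37.2 and -24.6 for day 30 minus day 10. The monocyte/macrophage-like share moved between 16.1 and 22.1 and between 16.1 and 33.2 points.

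DESeq2 size factors left every count within 1.5 times its value, and so did leaving out genes of possible free RNA and taking out macrophage RNA. Of the 62 results for single named genes, calls were lost for 12 with cells assigned by their own markers besides Prtn3, which reversed and lost its call too, 9 of 61 with equal cells, 4 in libraries numbered 1 and 2, 4 of 60 with only the compared groups in the fit, 2 under the looser filter and 1 with doublets kept. Leaving out each library in turn lost 65 calls in all. None was lost under the other alternatives, of which taking out macrophage RNA applied to 50. Mpo had no value with equal cells, and Elane and Mpo had none with only the compared groups in the fit, because the filter on low counts left them out.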

Other observations

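The tests chosen only after the result was seen were those of dilution, of cell numbers as the cause (the count with equal cells per library was itself set beforehand), of the sample swap and of the makeup of the monocyte/macrophage-like class; leaving clusters of low UMI count unnamed and taking out macrophage RNA were added after the data were seen too.

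Whether other groupings of the tumour libraries give as many genes was counted over other splits. Over the stages in microglia-like cells, 3 of 100 splits, drawn from the 280 possible, gave at least 3413 genes, the real one included, so chance can be excluded at 0.05. The split by library number gave 19. In monocyte/macrophage-like cells 5 of 100 splits gave at least 59 genes, a share that does not exclude chance. The split by library number, which was put among the 100 by choice and not drawn, is 1 of the 5, with 141 genes. With it left out, 4 of 99 splits gave as many, a share under 0.05, so the answer turns on that split and stays open. The stages gave 59 genes within libraries 1 and 2. For the lists, 13 of 100 splits gave at least 19 calls in the 27 pairs of list and stage contrast, against a median of 14 over the drawn splits, so chance cannot be excluded for their number. The split by library number gave 12. For pairs of stages there are 10 splits, which cannot give a share under 0.1. This count therefore cannot decide on chance for any pair in either class, and chance stays open. Day 30 against day 20 and day 30 against day 10 had 1 split each in both classes, the real one, with as many genes. In microglia-like cells the other splits gave 0 genes, against 4231 and 2851. In monocyte/macrophage-like cells they gave 0 or 1 against 3, and 0 against 167. Day 20 against day 10 had 10 of 10 in both, since edgeR called 0 genes there, with 1062 and 591 genes at an unadjusted p under 0.05 and 47 and 27 called by DESeq2. Another split of the day 10 and day 20 libraries gave 708 genes in microglia-like and 12 in monocyte/macrophage-like cells.

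The large count for day 30 against day 20 in microglia-like cells was weighed against technical causes. With the same number of cells per library 3731 genes were called in place of 4231, and with macrophage RNA taken out 3888, so neither is the whole cause. For the lowered genes, 215 genes over 10 times higher than in other named classes, neutrophil-like and B-like cells aside, were taken as specific. Those classes were left out because their sums held microglial genes, and with them included 0 genes met the rule. The 215 genes had a median log2 fold change of -0.966, with 164 called lower and 0 higher. Dilution by RNA or cells of other named classes would need 48.8% of foreign RNA to give that median. Their markers put it at no more than 9.01% in the day 30 libraries, which argues against it as the whole cause. The same markers named the clusters, so cells of those classes with low marker levels would be undercounted. Cell types outside the named classes, such as tumour cells or border macrophages, were not covered. For the raised genes, 22 of 805, or 2.73%, stood higher in microglia-like sums than in every other named class and in the unnamed cells in each day 30 library, and the rest cannot be told apart from RNA or cells of other classes by level alone. The median log2 ratio of the specific genes was -1.15, and -0.664 with cells assigned by their own markers, so part of the fall could come from which cells were named microglia-like. A change of microglia with the stage is a hypothesis that stays open beside this.

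Heat shock genes stood higher in healthy than in day 10 microglia-like cells. In monocyte/macrophage-like cells 3 of 4 of these genes were also higher in both healthy libraries than in every day 10 library, which chance gives in this direction for 10% of genes. Hspa1a and Hspa1b, 2 of the 3, are near-identical copies and not independent, and Hspb1 had 3 UMIs in healthy cells of that class. A shift in both classes is what a difference in preparation of the healthy libraries could give, but healthy tissue and its preparation cannot be told apart, because the labels do not say which libraries were prepared together.

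An unnamed cluster of low UMI count with microglial genes had a share of UMIs from Malat1, a nuclear RNA, at least 2.82 times that of microglia-like cells in every library, which is consistent with damaged cells or nuclei. It made up 3.09% to 5.78% of tumour libraries numbered 3 and 0.339% to 2.22% of those numbered 1 and 2. No biological explanation was tested.

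Day 20 replicate 2 had a rank correlation across genes, which are not independent replicates, of 0.989 with day 10 replicate 2 and 0.986 with healthy replicate 1, against 0.982 and 0.976 with the other day 20 libraries. A swap with day 10 replicate 1 or 2 would need one of these to lie nearer to day 20 replicate 1 than to the other. Both lay nearer to each other, by at least 0.0072, which argues against the swap. Slower tumour growth or a single wrong label may also give this, and neither was tested.

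Elane, Mpo and Prtn3 were lower at day 30 in monocyte/macrophage-like cells. Of Elane UMIs at day 10, 99.9% lay in 1 cluster of the class, whose share of the class was 21.4% at day 10 and 4.93% at day 30. The makeup of the class is thus a candidate explanation for the fall of these genes. It was 14.4% at day 20, where Elane UMIs had already dropped from 2303 to 46, so a smaller share of this cluster alone does not give the whole fall.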
